# Global Gene Expression Analysis of the Zoonotic Parasite *Trichinella spiralis* Revealed Novel Genes in Host Parasite Interaction

**DOI:** 10.1371/journal.pntd.0001794

**Published:** 2012-08-28

**Authors:** Xiaolei Liu, Yanxia Song, Ning Jiang, Jielin Wang, Bin Tang, Huijun Lu, Shuai Peng, Zhiguang Chang, Yizhi Tang, Jigang Yin, Mingyuan Liu, Yan Tan, Qijun Chen

## Abstract

**Background:**

Trichinellosis is a typical food-borne zoonotic disease which is epidemic worldwide and the nematode *Trichinella spiralis* is the main pathogen. The life cycle of *T. spiralis* contains three developmental stages, i.e. adult worms, new borne larva (new borne L1 larva) and muscular larva (infective L1 larva). Stage-specific gene expression in the parasites has been investigated with various immunological and cDNA cloning approaches, whereas the genome-wide transcriptome and expression features of the parasite have been largely unknown. The availability of the genome sequence information of *T. spiralis* has made it possible to deeply dissect parasite biology in association with global gene expression and pathogenesis.

**Methodology and Principal Findings:**

In this study, we analyzed the global gene expression patterns in the three developmental stages of *T. spiralis* using digital gene expression (DGE) analysis. Almost 15 million sequence tags were generated with the Illumina RNA-seq technology, producing expression data for more than 9,000 genes, covering 65% of the genome. The transcriptome analysis revealed thousands of differentially expressed genes within the genome, and importantly, a panel of genes encoding functional proteins associated with parasite invasion and immuno-modulation were identified. More than 45% of the genes were found to be transcribed from both strands, indicating the importance of RNA-mediated gene regulation in the development of the parasite. Further, based on gene ontological analysis, over 3000 genes were functionally categorized and biological pathways in the three life cycle stage were elucidated.

**Conclusions and Significance:**

The global transcriptome of *T. spiralis* in three developmental stages has been profiled, and most gene activity in the genome was found to be developmentally regulated. Many metabolic and biological pathways have been revealed. The findings of the differential expression of several protein families facilitate understanding of the molecular mechanisms of parasite biology and the pathological aspects of trichinellosis.

## Author Summary

Trichinellosis of human and other mammals was caused through the ingestion of the parasite *Trichinella sparilis* in contaminated meat. It is a typical zoonotic disease that affects more than 10 million people world-wide. Parasites of the genus *Trichinella* are unique intracellular pathogens. Adult *Trichinella* parasites directly release newborn larvae which invade striated muscle cells and causes diseases. In this study, we profiled the global transcriptome in the three developmental stages of *T. spiralis*. The transcriptomic analysis revealed the global gene expression patterns from newborn larval stage through muscle larval stage to adults. Thousands of genes with stage-specific transcriptional patterns were described and novel genes involving host-parasite interaction were identified. More than 45% of the protein-coding genes showed evidence of transcription from both sense and antisense strands which suggests the importance of RNA-mediated gene regulation in the parasite. This study presents a first deep analysis of the transcriptome of *T. spiralis*, providing insight information of the parasite biology.

## Introduction

*Thichinella spiralis* is often referred as one of the largest intracellular parasite that cause trichinellosis with an estimation of more than 10 million people infected world-wide [1], [2]. Like many other food-borne zoonotic parasites, *T. spiralis* exists in several life-cycle stages. The complex life cycle of *T. spiralis* is completed in two niches, the intra-multicellular niche in intestinal epithelium (adults, Ad) and the intracellular niche in the skeletal muscle fibers (muscle larvae, ML). After being ingested with infected muscle tissue, the ML are released and revived in the small intestine, which invade the epithelial layer where they mature, mate and produce the newborn larvae (NBL). The NBL migrate through the lymphatic and blood vessels, invade striated muscle cells and develop into the ML, which is infective to the next host [3]. Thus, unlike other nematodes, *T. spiralis* are ovoviviparous [4], [5], which makes them evolutionary divergent from other nematodes previously analyzed by genomic approaches [6], especially the well-characterized free-living worm *Caenorhabditis elegans*. *C. elegans* is the first multicellular organism, of which the genome has been sequenced and phylogenetically classified in Clade V [7]. *T. spiralis* is a member of clade I that diverged early in the evolution of the *Nematoda*, with remarkably different biological and molecular characteristics from other nematodes [6].

Previous analysis of gene expression of *T. spiralis* at different developmental stages has mainly been carried out by sequencing of expression sequence tag (EST) [6]. However, the fragmentary data of ESTs are insufficient for a full understanding of the parasite biology. Recent study indicated that *T. spiralis* has a much smaller genome with an estimation of 64 Mb in nucleic DNA, coding for around 15,808 proteins [8]. The availability of the genomic information has made it possible for a deep dissection of the parasite's basic biology. In recent years, next-generation sequencing (NGS) techniques have dramatically improved the efficiency and the speed of gene discovery [9], [10]. NGS technology generates millions of short sequence reads from a single instrumental run which can be effectively assembled and employed for gene discovery and comparison of gene expression patterns. Further, NGS allows for a detection of genes with very low expression levels. It has been frequently used to characterize specific gene families or genetic pathways.

In this study, we compared gene expression variations among the three developmental stages of *T. spiralis* using next generation sequencing technology. Thousands of genes, especially the genes involving in host/parasite interactions and parasite development were identified. The data will facilitate discovery of potential vaccine and drug targets of *T. spiralis*.

## Materials and Methods

### Parasites and RNA purification

Muscle larvae (ML) of *T. spiralis* (strain ISS534) were obtained from rats at 35 days post infection by digestion of minced skeletal muscle according to the previously described method [11], [12]. The adult worms and newborn larvae were collected as described previously [12], [13]. The study of using laboratory animals was reviewed and approved by the Ethical Committee of Jilin University affiliated to the Provincial Animal Health Committee, Jilin Province, China (Ethical Clearance number IZ-2009-008). All animal work was conducted according to the guidelines of the Chinese Law of Animal Protection (Section 6).

Total RNA of *T. spiralis* (Ad, NBL and ML) was purified using Trizol reagent (Invitrogen, CA, USA) according to the manufacturer's instructions. RNAs were dissolved in Diethylpyrocarbonate (DEPC)-treated water and treated with DNase I (Invitrogen, CA, USA). Total RNA was quantified by measuring the absorbance at 260 nm with a Nanodrop 1000 machine (Thermo Scientific CA, USA).

### Digital gene expression (DGE) library construction and sequencing

The DGE libraries were prepared by using the Illumina gene expression sample preparation kit [14]. Briefly, 6 µg of total RNA from each preparation was treated with Oligo-(dT) conjugated magnetic beads to purify mRNA. Double-strand cDNA was synthesized guided by the Oligo-(dT) as a primer and digested with the endonuclease Nla*III* that recognizes the CATG sites. The Illumina adaptor 1, containing a Mme*I* restriction site, was added to the cDNAs attached to the magnetic beads, which was further digested with Mme*I*. Following Mme*I* digestion and dephosphorylation, cDNA fragments were purified and the Illumina adaptor 2 was ligated to the 3′ends of the tags to create tag library with different adapters at both ends. After15 cycles of linear PCR amplification, the 95 bp fragments were purified from 6% TBE PAGE gels and attached to the Illumina sequencing chip for sequencing.

### Analysis and mapping of DGE tags

After removal of low quality and adaptor sequences, the clean 21 bp tag sequences containing CATG were mapped onto the reference genome sequences, allowing for no more than one nucleotide mismatch. To compare the differences in gene expression in three DGE libraries, the tag frequency was statistically analyzed according to the method FDR (False Discovery Rate), a method used to determine the threshold of P-value in multiple tests [15]. A FDR<0.001 and an absolute value of the log2Radio>1 was used as the threshold to judge significant differences in gene expression. KEGG Ontology (KO) of the transcripts was identified trough blasting the KEGG database. Gene Ontology (GO) analysis of all differentially expressed genes was performed by searching in the GO database. The enriched p-values of KO and GO were calculated according to the hypergeometric test [16]:
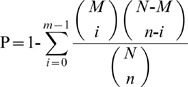
In this equation, *N* means the number of genes with GO/KO annotation, *n* means the number of differentially expressed genes in *N*, *M* means the number of genes in each GO/KO term, and *m* represents the number of differentially expressed gene in each GO/KO term. For GO enrichment analysis, all P-values were treated with Bonferroni correction. We selected a corrected p-value,0.05 as a threshold to determine significant enrichment of the gene sets. In contrast, for KO enrichment analysis, we used a FDR,0.05 as a threshold to determine significant enrichment of the gene sets. WEGO was employed to make a GO classification [17].

Phylogenetic tree was built for DNase II protein families using PHYLIP (version 3.69; [18]) after aligning the family members with CLUSTAL X (version 2.1). And a neighbor joining tree was generated using PHYLIP-NEIGHBOR. Then, the phylogenetic tree was visualized and edited using the Tree Figure Drawing Tool *- FigTree* (version 1.3.1).

### Verification of stage-specific transcripts by quantitative real-time PCR

Total RNA of *T. spiralis* (muscle larvae, adult worms and newborn larvae) was extracted using Trizol reagent (Invitrogen, CA, USA) and treated with Dnase I (Invitrogen, CA, USA). The RNAs were dissolved in Diethylpyrocarbonate (DEPC)-treated water and reverse transcribed with 200 U SuperScript™ III Reverse Transcriptase (Invitrogen) according to the manufacturer's instructions. The specific primers were listed in File S1 as forward and reverse primers based on the stage-specifically expressed genes. The GAPDH gene was used as an endogenous reference. The qPCR was performed using the SYBR Kit (Applied Biosystems, Foster City, CA, USA) according to the manufacturer's protocol using an Applied Biosystems 7500 detection system. The relative expression was analyzed using the SDS1.4 software (Applied Biosystems, Foster City, USA).

## Results

### Library construction and sequencing

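Digital gene expression (DGE) counts short tags, each read from the cDNA at a site where the enzyme NlaIII cuts, so that the copies of a tag stand for the transcripts that carry it. The data examined here comprised 3 libraries of T. spiralis strain ISS534, 1 from adult worms (Ad), 1 from muscle larvae (ML) and 1 from newborn larvae (NBL), with no replicate of any stage. Muscle larvae were taken from rats 35 days after infection. Adult worms were recovered from the intestines of rats given 8000 larvae each, at 30 h or 6 days after infection, and it is not stated which of these ages was sequenced. Newborn larvae were collected every 12 h from cultures of adult worms taken at 6 days. Each library was made from 6 µg of total RNA with 15 cycles of PCR. The authors removed low quality and adaptor sequences and deposited, for each library, every distinct clean tag of 21 bases (CATG and the next 17 bases) with its raw count, without normalization and without gene names. The lowest count listed in any library was 2, so a tag that is not listed in a library had at most 1 copy there. The listed tags summed to 5003105 clean tags in Ad, 5077645 in ML and 4849883 in NBL. No genome sequence of T. spiralis was used here, so tags were not assigned to genes and were compared as tags. For each pair of libraries, the copies of each tag were compared by an exact two-sided binomial test given their sum, with the share expected from the total clean tags. A tag was called different at a Benjamini-Hochberg false discovery rate (FDR) below 0.001 and an absolute log2 ratio of tags per 1000000 clean tags above 1, the threshold the paper used for genes, with a tag that was not listed set to 0.01 on that scale. Such a test compares 2 libraries and not 2 stages. Intervals given for shares are exact Clopper-Pearson 95% intervals. They cover counting error at most, because tags amplified by PCR are not independent molecules. Those for shares of distinct tags treat each distinct tag as an independent trial.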

To generate digital gene expression signatures of *T. spiralis* at different developmental stages, DGE libraries were generated from the three developmental stages of the parasite, and sequenced using Solexa (Illumina) high through-put technology. A total of 5,289,863 tags from muscular larvae (ML), 5,214,135 tags from adult worms (Ad), 5,055,659 tags from newborn larvae (NBL) were obtained (Table 1). After filtering the low quality tags and adaptor sequences, the total number of clean tags in ML, Ad and NBL were 5,077,645 (96.0% of total tags), 5,003,105 (96.0% of total tags), 4,849,883 (96.0% of total tags), respectively (Table 1). 

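These totals corresponded to 77664 distinct tags in Ad, 81946 in ML and 103990 in NBL. NBL, the library with the fewest clean tags, therefore held the most distinct tags. The median distinct tag had 5 copies in Ad, 5 in ML and 4 in NBL. Together the 3 libraries listed 152970 distinct tags.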

The sequence data has been submitted to the GEO website (ftp://ftp-private.ncbi.nlm.nih.gov/fasp/) with an accession number of GSE39151.

**Table 1:** Expression profiles of sequence tags in three differential stages.

Summary	Ad	ML	NBL
Total Tag	5,214,135	5,289,863	5,055,659
Clean Tag	5,003,105	5,077,645	4,849,883
Tag mapped to gene	2,670,150	2,187,559	2,254,426
Identified genes	8,131	8,554	8,881
Redundancy (%)*	98.4	98.4	97.9

* The redundancy of the three libraries was calculated according to the formula (Redundancy = 100−(Total Clean Distinct Tags/Total Tags×100).

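With distinct tags divided by the clean tags of the library, the redundancy was 98.4% in Ad, 98.4% in ML and 97.9% in NBL. With the distinct tags divided by the total tags before filtering that the paper lists in Table 1, it was 98.5% in Ad, 98.5% in ML and 97.9% in NBL. On either basis the redundancy was lowest in NBL.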

Heterogeneity and redundancy are two significant characteristics of gene expression in the three developmental stages of *T. spiralis*, which have previously been observed in other metazoans [19]. The distribution of clean tags in the three libraries shows a consistent pattern, with most of the tags coming from highly expressed genes. 

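The 10 most abundant tags made up 13.4% of the clean tags in Ad, 24.7% in ML and 11.2% in NBL, and the 100 most abundant made up 30.9%, 40.1% and 24.3%, respectively. The 3 most abundant tags of each library were examined by sequence. The tag CATGTAATCAACAGAAATTAT ranked first in all 3 libraries. It had 118188 copies in Ad, or 2.36% of the clean tags (95% interval 2.35% to 2.38%), 868800 copies in ML, or 17.1% (17.1% to 17.1%), and 218757 copies in NBL, or 4.51% (4.49% to 4.53%). In Ad, the second tag was CATGCAATTTTAACTAGCCGG with 104750 copies, against 11991 in ML and 56 in NBL, and the third was CATGGTCAGTTTACGGATTTG with 76706 copies, against 14328 in ML and 4022 in NBL. In ML, the second tag, CATGCGGCCAGATTTAGTTTC, had 101358 copies, against 1503 in Ad and 176 in NBL. The third tag of ML, CATGCAGAGTGGGACTTGCAC, had 45332 copies there and 60590 in Ad, a log2 ratio of Ad over ML of 0.44 that did not pass the threshold, and 1984 in NBL. In NBL, the second tag was CATGGTTAAATAAAGCTGCAA with 63062 copies, against 10 in Ad and 3 in ML. The third tag of NBL, CATGATTCACAATCACCTGAA, had 53809 copies there, 28869 in Ad and 41358 in ML, and passed the threshold in none of the 3 comparisons.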

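Among the distinct tags of Ad, 42052 (54.1%) had 2 to 5 copies and 6595 had more than 100 copies, a share of 8.49% (95% interval 8.30% to 8.69%). In ML, 44034 distinct tags (53.7%) had 2 to 5 copies and 5897 had more than 100, a share of 7.20% (7.02% to 7.38%). In NBL, 58230 distinct tags (56.0%) had 2 to 5 copies and 6506 had more than 100, a share of 6.26% (6.11% to 6.41%). For these shares each distinct tag was treated as an independent trial, which leaves out the effect of depth and of which tags are listed. That the intervals of the 3 libraries did not overlap is therefore no evidence of a difference between libraries. Tags with a single copy were not listed and are not part of these shares. With tags of fewer than 5 copies left out, the alternative that raised the share most, it was 16.6% in Ad, 13.8% in ML and 12.5% in NBL.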

The percentage of distinct tags with high counts dropped dramatically and the distinct tags with more than 100 copies accounted less than 10%. However, more than 75% of total clean tags have an account above 100 (**File S2**).

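The distinct tags with more than 100 copies accounted for 4210256 clean tags in Ad, which was 84.2% (95% interval 84.1% to 84.2%) of the library. In ML they accounted for 4237257 clean tags, or 83.4% (83.4% to 83.5%), and in NBL for 3827975 clean tags, or 78.9% (78.9% to 79.0%). With high copy number set at more than 200 copies instead, the share was 76.2% in Ad, 76.0% in ML and 70.7% in NBL. The distinct tags with 2 to 5 copies held 2.39% of the clean tags in Ad, 2.51% in ML and 3.44% in NBL.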

The clean tags were then mapped onto the draft genome of *T. spiralis* (ftp://ftp.ncbi.nlm.nih.gov/genbank/wgs/wgs.ABIR.1.gbff.gz) [8] and the numbers of tags that could be mapped onto genes with no more than one base pair mismatch in Ad, ML, NBL were 2,670,150, 2,187,559 and 2,254,426, respectively (Table 1). In total, around 10,000 genes were identified from the three libraries, accounted for approximately 65% of genes in the annotated genome [8] (File S3).

### Differentially expressed genes in three developmental stages of *T. spiralis*

To identify genes that differentially expressed in the three developmental stages, gene expression variations were analyzed by pair-wise (Ad versus ML, NBL versus Ad, and NBL versus ML) comparison of the sequence tags. A number of genes were found differentially expressed between the developmental stages (Figure 1 and File S4). The number of differentially expressed genes between NBL and Ad was more than that between Ad and ML. 

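At the level of tags, 11490 of the 111147 tags listed in Ad or ML passed the threshold between these libraries. Between NBL and Ad 19216 of 134177 tags passed it, which was 1.67 times the number between Ad and ML, and between NBL and ML 15734 of 131946 passed. Several tags can come from 1 gene, so these numbers are not numbers of genes, and without replicates the test allows for counting error only and not for variation between libraries of a stage. The setting that moved them most was edgeR's exact test with an assumed biological coefficient of variation of 0.4, under which 846 tags passed between Ad and ML, 2250 between NBL and Ad and 1246 between NBL and ML. The order of the 3 comparisons was the same under each of the 11 other settings tried.

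**Figure D1:**
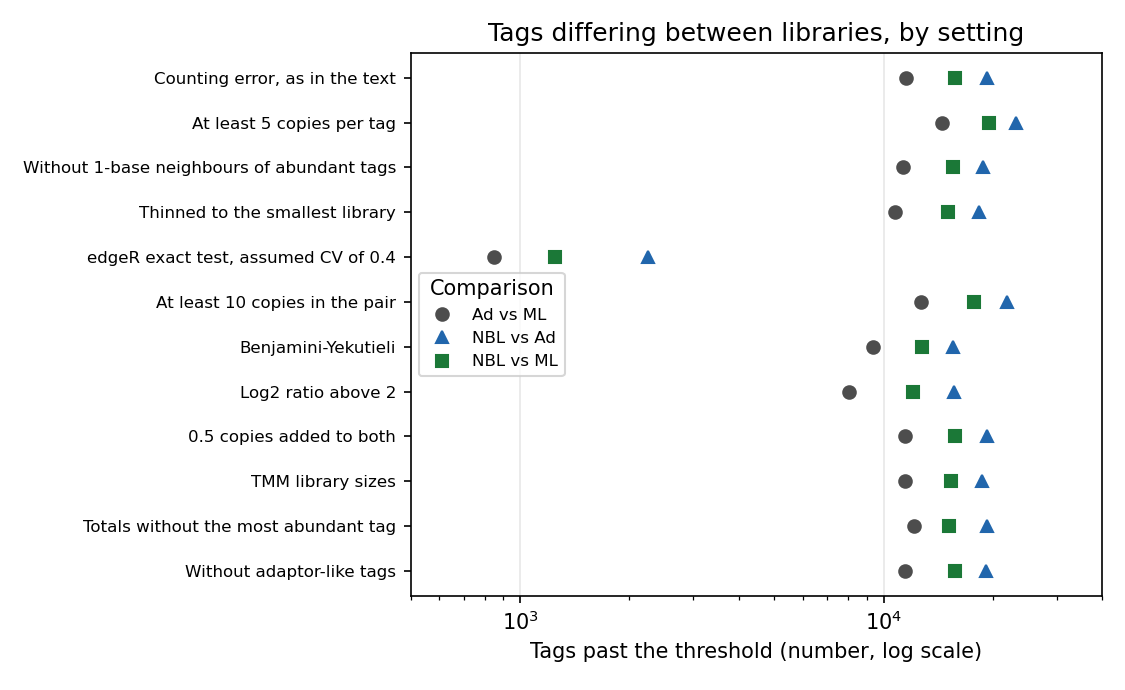
Number of tags past the threshold (horizontal axis, log scale) in each pair of libraries, under the setting of the text and each other setting tried (vertical axis). Each point is 1 comparison, and the number between NBL and Ad (19216 under the setting of the text) lies to the right of the number between Ad and ML (11490) at every setting.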

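Of the tags past the threshold between NBL and Ad, 11598 (60.4%) were higher in NBL and 7618 were higher in Ad. Between NBL and ML, 10079 (64.1%) were higher in NBL and 5655 were higher in ML, and between Ad and ML, 6428 (55.9%) were higher in Ad and 5062 were higher in ML. A total of 7726 tags were higher in NBL than in both other libraries, compared with 4290 that were higher in Ad and 2413 that were higher in ML than in both others. The division between higher and lower tags in each pair moved with the scaling of the libraries. With library sizes by edgeR's TMM method, chosen after the data were seen, the share higher in NBL was 50.2% against Ad and 53.4% against ML, and with the assumed coefficient of variation of 0.4 it was 46.9% against Ad and 62.5% against ML. Between Ad and ML, the share higher in Ad was 56.9% with TMM library sizes and 80.7% with the assumed coefficient of variation. With totals without the most abundant tag, also chosen after the data were seen, it was 43.1%. Under that scaling the share higher in NBL was 61.0% against Ad and 55.5% against ML. The tags higher than in both other libraries numbered 6092 for NBL, 4786 for Ad and 2669 for ML with TMM library sizes, and 508, 497 and 94 with the assumed coefficient of variation.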

And the number of up-regulated genes expressed in NBL was more than that in the other two stages. Apart from the differentially expressed genes, a number of stage-specific genes were identified and the number of stage-specific genes expressed in NBL was twice as much as that of Ad or ML (Figure 2).

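Counted as tags, 41823 distinct tags were listed only in NBL, 21024 only in Ad and 18793 only in ML, while 39300 were listed in all 3 libraries. The number for NBL was 1.99 times that for Ad and 2.23 times that for ML. Most of these tags were rare, with a median of 3 copies for those listed only in NBL and 2 copies for those listed only in Ad or only in ML. They made up 5.14% of the clean tags of NBL, 2.10% of those of Ad and 1.38% of those of ML. With at least 10 copies required in the 1 library, there were 3026 tags for NBL, 1464 for Ad and 781 for ML, so that NBL had 2.07 times as many as Ad and 3.87 times as many as ML. The ratios also depended on possible sequencing errors. Without tags 1 base from a tag at least 100 times more abundant in the same library, there were 35266 for NBL, 14985 for Ad and 15501 for ML.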

**Figure 1:**
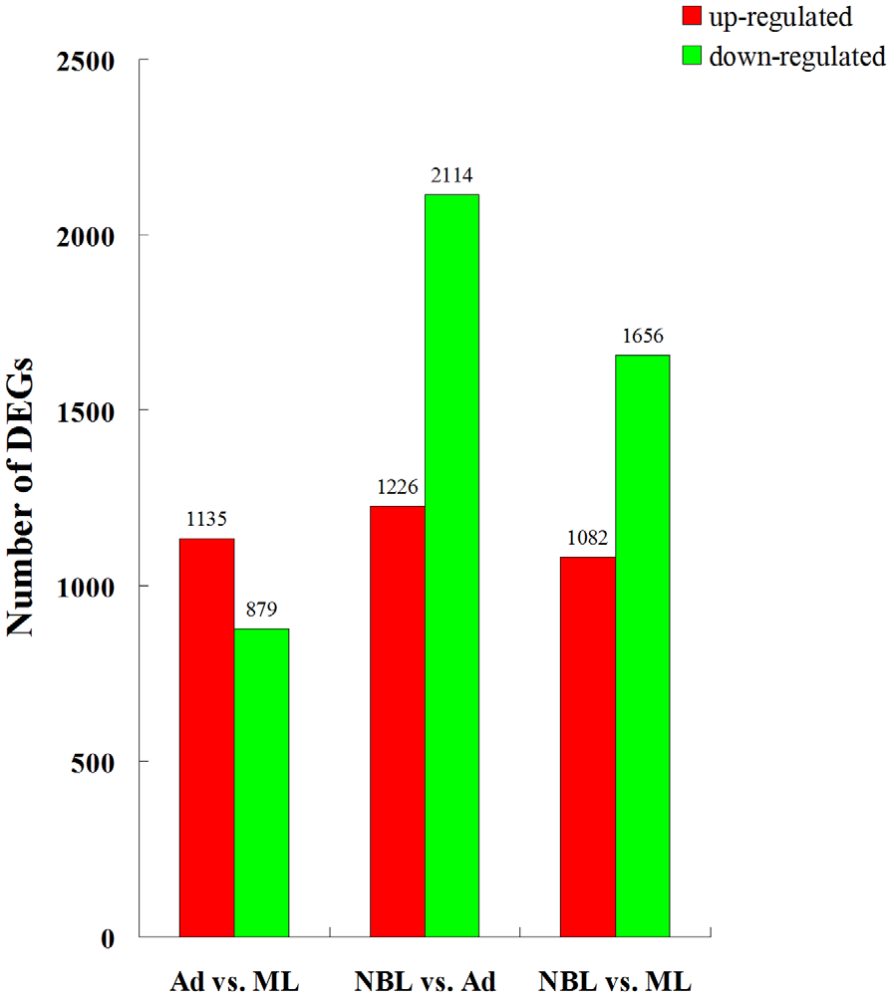
Numbers of differentially expressed genes in each comparison. The numbers of up-regulated (in red) and down-regulated genes (in green) are presented. The number of genes up-regulated in the NBL stage is significantly more than that of the other two stages.

**Figure 2:**
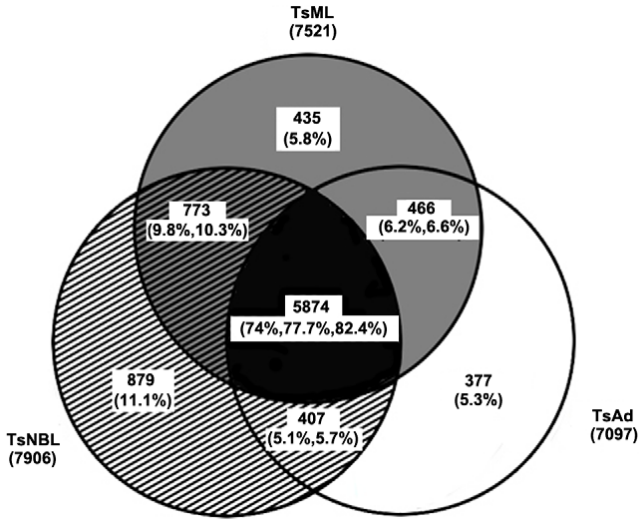
Distribution of genes commonly and stage-specifically expressed in the three developmental stages. Gene numbers and percentages (in brackets) identified in Ad, ML and NBL are presented.

Among the differentially expressed genes, genes coding for families of proteases such as astacin protease, serine protease, and DNase II (Table 2, and File S4 and S5) were more prominent. Serine protease and DNase II constitute the two excretory-secretory (E-S) protein families **involved** in host-parasite interactions in trichinellosis [6], [20]. The two gene families showed obviously stage-specific variations in expression in three developmental stages. 47 differentially expressed DNase II family genes were identified and most of these genes were up-regulated in NBL compared to the other stages (Figure 3, Table 2 and File S6). In contrast, only 6 DNase II genes were up-regulate in ML compared to the other stages (Table 2 and File S6). Further, most of these genes have homology with 27 previously identified DNase II homologues (File S6) [20]. Tsp_11476 and Tsp_12138 showed very high expression in NBL, while Tsp_06568 was detected in rather high abundance in Ad; and Tsp_00874 and Tsp_00875 were mainly expressed in ML (Figure 4A). Another interesting gene family is that encode serine protease. Contrast to DNase II family, most of serine protease genes were up-regulated in Ad compared to the other stages. In the three developmental stages of the parasite, a large number of serine protease family genes showed stage-specific expression, especially Tsp_00436, Tsp_15812, Tsp_07356, Tsp_07750 and Tsp_14046 (Figure 4B and Table 2).

**Figure 3:**
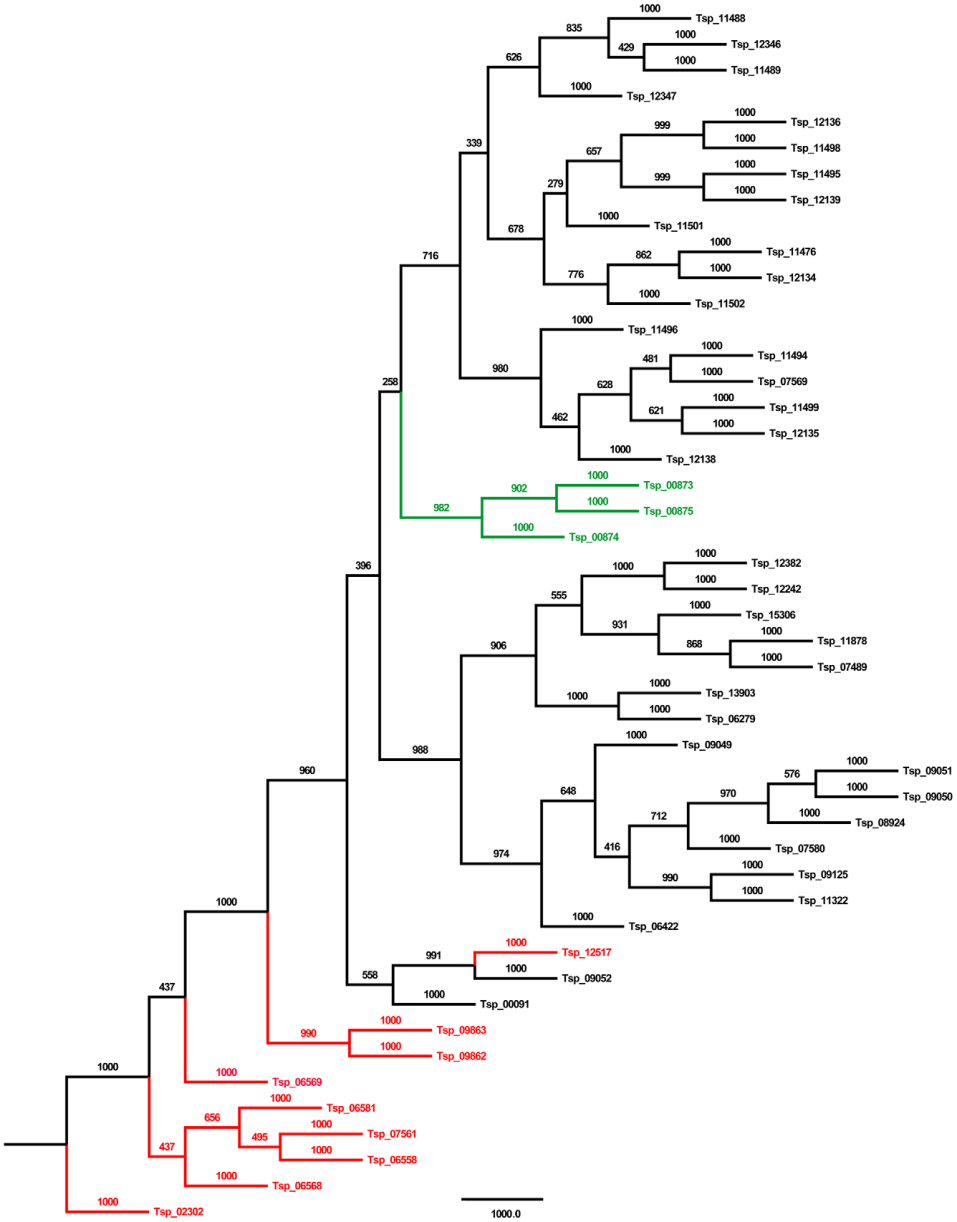
Phylogenetic analysis of DNase II family proteins identified in *T. spiralis*. Amino acid sequences of 47 DNase II were aligned by using CLASTAL X (version 2.1) and phylogenetic tree was constructed using PHYLIP (version 3.6.9). Homologous proteins with stage-specific expression were highlighted in color (Ad-specific DNase II homologues in red, ML-specific DNase II homologues in blue, and NBL-specific homologues in black). Scale bar indicates amino acid substitutions in the sequences and evolutionary distance.

**Figure 4:**
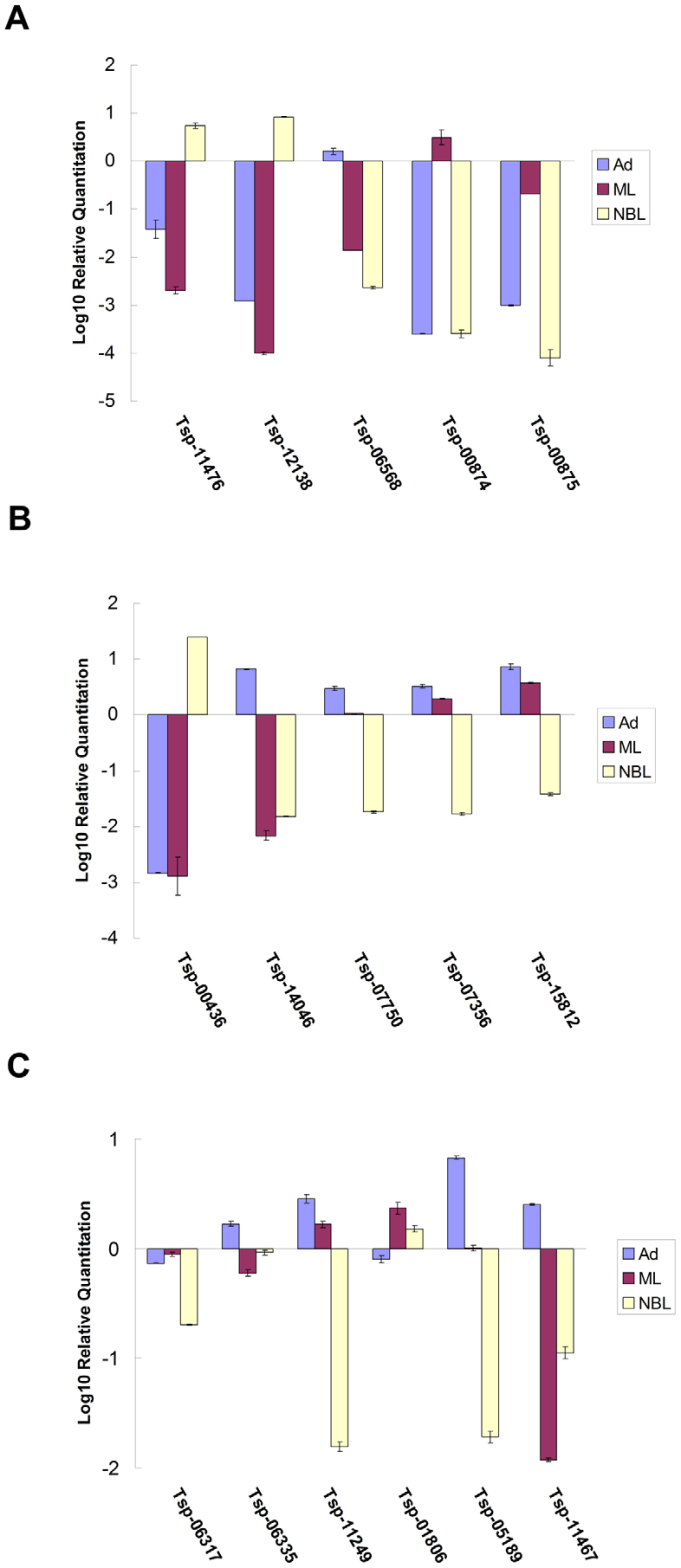
Confirmation of the differentially expressed genes in the three stages of *T. spiralis by Real-time PCR.* The expression of 5 genes encoding serine proteases (A), 5 genes encoding DNase II (B) and 6 genes encoding heat shock protein A (Tsp_06317), MIF (Tsp_06335), cystatin (Tsp_11249), systeine-glycine (Tsp_01806) and two unknown proteins (Tsp_05189 and Tsp_11467) (C) in Ad (light blue), ML (purple) and NBL (orange) was analyzed by quantitative real-time PCR. Numbers of mRNA transcripts relative to the standard were with log10 scale in plus (up-regulation and minus (down-regulation).

**Table 2:** Numbers of genes differentially expressed in the three developmental stages of *T. spiralis*.

Gene family/Metabolic pathways	Up-regulation			Down-regulation		
	Ad	ML	NBL	Ad	ML	NBL
DNase II	12	6	31	35	41	15
Serine proteases	13	13	10	17	13	18
Serpins	6	3	15	12	13	3
Zinc metalloproteinases	12	6	31	35	41	15
SOD	1	1	2	3	2	2
Glycolysis	1	0	3	3	4	0
Anaerobic metabolism	0	0	2	2	2	0
Citric acid cycle	5	5	0	1	1	7

Apart from the DNase II and serine protease families, genes encoding zinc metalloprotease, serine protease inhibitor (serpin), the heat shock protein (HSP), macrophage migration inhibitory factor (MIF) and antioxidant enzymes were also identified. Zinc metalloprotease is high homologous with nematode astacin protease. Genes coding for serpin and zinc metalloprotease showed a similar stage-specific expression pattern with up-regulation in NBL rather than the other stages, especially the genes like tsp_00173, tsp_01570, tsp_06688, tsp_09479, tsp_04481, tsp_01304, tsp_00804 and tsp_03942. Superoxide dismutase (SOD) and glutathione perxidase are two important antioxidant enzymes which protect the parasite from reactive oxygen species. The genes encoding these enzymes also showed stage-specific expression. The genes tsp_01933 (SOD) and tsp_06126 (SOD) showed very high expression in NBL, while tsp_11103 (SOD) and tsp_02268 (glutathione perxidase) were detected in rather high abundance in ML. Tsp_06335 encoding MIF and tsp_11249 encoding cystatin were mainly expressed in Ad. The gene encoding HSP 70 (Tsp_06317) was found up-regulated in ML (Table 2 and File S7).

The enzymes involved in metabolisms showed obviously stage-specific in transcription pattern. Phosphofructokinase (tsp_05639), enolase (tsp_09466) and Pyruvate Kinase (tsp_08030) were up-regulated in NBL. Whereas, the expression of Tsp_08363 encoding the major hexokinase isoenzyme showed no significant differences. Tsp_05267 encoded the minor hexokinase isoenzyme and was mainly expressed in Ad and ML. Lactate dehydrogenase (tsp_08060) and phosphoenolpyruvate carboxykinase (tsp_007989), the key enzymes in anaerobic metabolism, were up-regulated in NBL rather than the other stages. Whereas Two genes (tsp_03114, tsp_08643) encoding subunits of pyruvate dehydrogenase, which associated with glycolysis in the citric acid cycle via conversion of pyruvate to acetyl-CoA were mainly expressed in Ad and ML. Citrate synthase (tsp_01728) and isocitrate dehydrogenase (tsp_05617) were up-regulated in Ad. Another isocitrate dehydrogenase (tsp_06181) was up-regulated in ML (Table 2 and File S7).

### Confirmation of gene expression by real-time PCR

In order to verify the genes that were actually differentially expressed in the three developmental stages, the expression of 16 genes respectively coding for DNase II (Tsp_11476, Tsp_12138, Tsp_06568, Tsp_00874 and Tsp_00875), serine protease (Tsp_00436, Tsp_15812, Tsp_07356, Tsp_07750 and Tsp_14046), and 6 genes respectively encoding heat shock protein A (Tsp_06317), macrophage migration inhibitory factor (MIF) (Tsp_06335), cystatin (Tsp_11249), systeine-glycine (Tsp_01806) and two genes with unknown functions (Tsp_05189 and Tsp_11467) were analyzed by quantitative real-time PCR. The q-PCR results confirmed the data obtained in the sequencing analysis (Figure 4 A, B and C).

### Functional annotation of differentially expressed genes

Among the transcripts of the 9,969 genes identified, 35% (3,496) could be assigned into one or more GO categories which were consistent with previous studies [8]. The remaining uncharacterized genes are likely to fulfill novel functions. In each of the three main categories (molecular function, cellular component and biological process) of the GO classification, ‘binding and catalytic activity’, ‘cell and cell part’ and ‘cellular process and metabolic process’ are dominant (Figure 5 and File S8).

**Figure 5:**
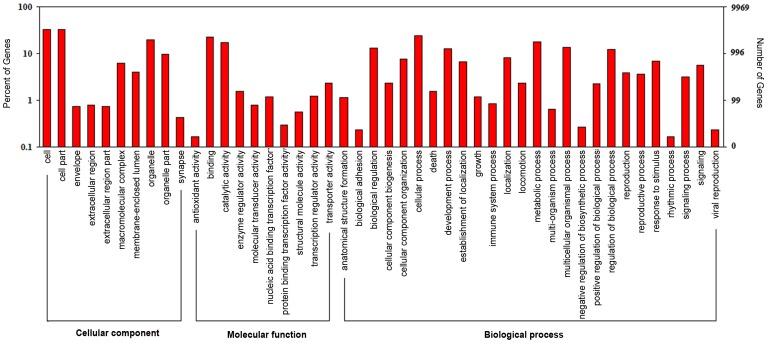
GO categories of the genes identified. Y-axis (left) represents percentages of genes identified in this study; and Y-axis (right) represents the actual gene number. The genes were annotated in three main categories: biological process, cellular component and molecular function (X-axis).

In KO classification, 156 differentially expressed genes were significantly enriched in Ad versus ML, 408 genes in NBL versus ML and 395 genes in NBL versus Ad. Most of these genes encode proteins participating in ‘metabolism’, ‘environmental information processing’, ‘cellular processes’ and ‘organism systems’, i.e. glycolysis/gluconeogenesis, oocyst meiosis, calcium signaling pathway, vascular smooth muscle, insulin signaling pathway and lysosome (File S9). The comparison between Ad and the other two stages revealed that most of the expression of genes related to oocyst meiosis was up-regulated in Ad, while most of the genes correlated to glycolysis/gluconeogenesis, calcium signaling pathway and vascular smooth muscle contraction were up-regulated in NBL instead of Ad and ML.

### Antisense transcripts of *T. spiralis*

One of the advantages of DGE technique is that it could reveal transcripts with strand specificity [14]. We thus analyzed the sense and antisense transcripts of the transcriptome obtained. Of the 9,969 genes identified in this study, approximately 70% showed evidence of transcription in both orientations. The antisense transcripts obtained in Ad, ML and NBL were 6,303, 6,690, 7,033, respectively (File S10). While the transcripts from both strands obtained in Ad, ML and NBL were 5,269, 5,657 and 6,058, respectively. Among these genes, 2,682, 2,818 and 3,105 genes had tags corresponding to sense strands more than that from antisense strands in Ad, ML and NBL. Further, 2,476, 2,662 and 2,867 genes had more tags from antisense strands than that from sense strands in Ad ML and NBL stages (Table 3 and File S10).

**Table 3:** Numbers of genes with transcripts from both strands.

	Transcripts from both strands	More transcripts from sense strands	More transcripts from sense strands
Ad	5,269	2,682	2,476
ML	5,657	2,818	2,662
NBL	6,508	3,105	2,867

## Discussion

The availability of the draft genomic sequence of *T. spiralis* has made it possible to deeply investigate the global gene expression and gene regulation mechanisms in the development of the parasite. By comparing the DGE libraries obtained from three developmental stages of *T. spiralis*, we have identified a large number of functionally important genes with differential expression features.

First, like in other organisms with multiple developmental stages, the genome of *T. spiralis* is developmentally regulated. More than 70% of the genes in the genome were found activated in all three developmental stages, of which between 5–11% of genes are preferentially expressed at different stages. In general, more transcripts were identified in the new borne larvae, suggesting that genes at this stage are more active (Figure 1, 2, Table 1–2 and File S2). 

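To compare distinct tags at equal totals of clean tags, clean tags were drawn at random from each library, and tags drawn at least 2 times were counted. At 1000000 clean tags, 41870 distinct tags were found in NBL, 32177 in Ad and 33639 in ML. At 4849883 clean tags, the total of NBL, there were 103990 in NBL, 76364 in Ad and 80007 in ML. NBL had the most distinct tags at each of the depths drawn. Equal totals do not allow for the larger share that a few tags took in ML. Without the 10 most abundant tags of each library and at 3822383 of the remaining clean tags, there were 97237 distinct tags in NBL, 72402 in Ad and 81936 in ML, a smaller difference between NBL and ML. The curves had not levelled off at the depth of the libraries, so the number of distinct tags still depended on the number sequenced. There was 1 library of each stage, and the difference between libraries has no replicate check. From the larger number of transcripts identified in newborn larvae, the paper proposes that genes are more active at this stage.

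**Figure D2:**
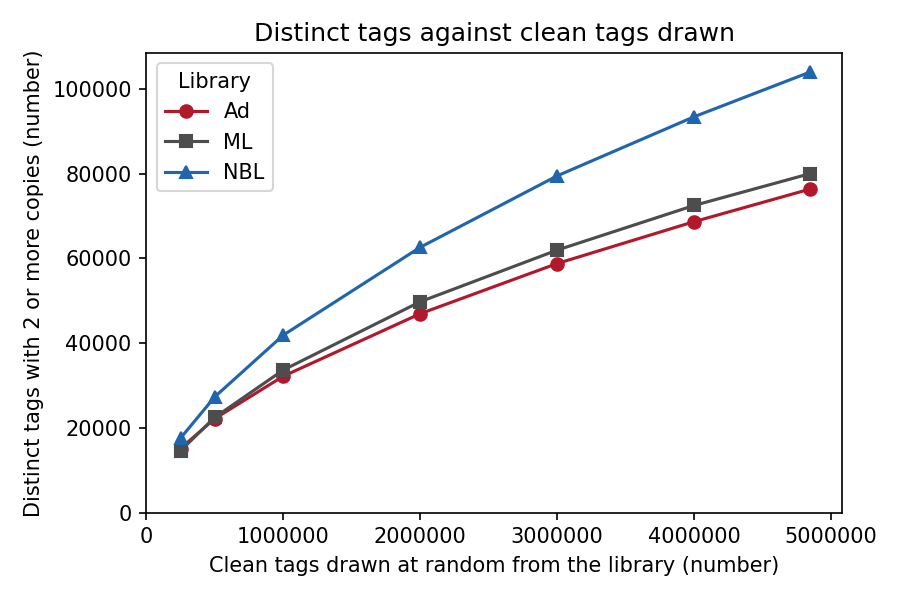
Distinct tags with 2 or more copies (vertical axis, number of tags) against the number of clean tags drawn at random from each library (horizontal axis, number of tags). Each point is 1 draw from 1 library, joined by lines, and at 4849883 clean tags NBL stands at 103990 distinct tags, above ML at 80007 and Ad at 76364.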

Unlike adult worms, the new-borne larvae will need to invade intestine epithelium and establish new niches in the tissue, thus the parasite need a different biological arsenal from the adult stage for adaptation and development in the host.

Secondly, functional analysis of the transcripts revealed a large number of genes encoding excretory-secretory proteins, especially families of parasite-derived DNase II and proteases. Previous studies have indicated that families of serine proteases and DNase II of *T. spiralis* were important parasitic components in host/parasite interactions and modulation of host immune responses [20]–[24]. Serine proteases have been proved to be critical for invasion of the mammalian host cells by *trypanosoma cruzi* and *steinernema carpocapsae* [25]–[28]. Here, we found 30 genes coding for homologous serine proteases were differentially expressed in the development of the parasite (Table 2 and Files S4 and S5). With the identification of the stage-specific expression of these proteases, it is now possible to further explore their importance in parasitization and as target for intervention such as vaccine development.

DNase II belongs to the acidic endonuclease family. They are essential nucleases nucleases that exist in non-metazoan, fulfilling a variety of functions from digesting DNA of apoptotic cell corpses and dietary DNA to modulating host immune responses [24]. They possess a histidine-rich domain which is believed to be the functional core of the protein family. Though there is more than one copy of DNase II genes in many organisms, the number of DNase II genes in *T. spiralis* is an exception with 47 copies identified in the strain studied. Phylogenetic analysis showed that these DNases exist in different subgroups (Figure 3). In light of the findings of their expression variation in different developmental stages, it is postulated that different variants fulfill different functionality. Recent studies suggested **that** DNase II in *T. spiralis* may function as self-protective molecules through modulation of host innate immune responses by cleaving DNA from apoptotic host cells [20], [29]. Deep investigation of functional specialty of the DNase II family members will be able to reveal mechanisms of host-parasite interaction and pathogenesis of trichinellosis.

Apart from the above protease and DNase II families, genes encoding heat shock protein 70 (HSP), macrophage migration inhibitory factor (MIF), systeine-glycine protein and cystatin were also found to be expressed in stage-specific manner. These molecules have been previously reported to be important in host/parasite interactions [30]–[35]. It has been proved that the parasites produce HSPs upon heat or oxidative stress that are related to resistance to harsh environment changes and are therefore beneficial to their survival [30]. MIF is a cytokine ubiquitous in mammals. However, many pathogens have genes encoding MIF homologues and the function of pathogen-derived MIF is believed to modulate host immune responses [35]. Thus it is not a surprise that *T. spiralis* also possesses this gene. Cystatins is a kind of cysteine protease inhibitor and has been reported as an important immuno-modulatory factor that contributes to the immune evasion strategies of the parasites [31].

Zinc-dependent metalloprotease of *T. spiralis* showed significant homology to the astacin metalloprotease family of *Caenorhabditis elegan*. Astacin metalloprotease have diverse functions including hydrolysis of extracellular matrix components such as type I collagen [36]. Since the parasites need to degrade the fibrinogen and plasminogen when they invade the epithelial and muscul cells (Ad and ML) or migrate to the small mesenteric veins (NBL), zinc-dependent metalloproteinases might be one of the effecter molecules in the process of tissue invasion. Serpins are a large protein family and can inactivate proteinases by forming complexes with serine proteinase. It has been reported that serpins could inhibit the host immune response and protects many parasites to evade the host immune defense [37]–[39]. Among the developmental stages, NBL is most fragile but is more exposed to the host immune system. That may explain why the genes encoding the zinc-dependent metalloprotease and serpin were up-regulated in NBL. Theses enzymes can help NBL for a more efficient penetration of host defensive barriers and, in the meantime, avoid the immune attack.

SOD and glutathione perxidase are two main important antioxidants. SOD can catalyze the conversion of superoxide anion into hydrogen peroxide and molecular oxygen, while glutathione perxidases catalyze the reduction of hydrogen peroxide along with oxidation of glutathione to glutathione disulfide. Secretion of antioxidant enzymes is believed to protect the parasite from reactive oxygen species which arise from host phagocytes [40]. Like DNase II and serine protease families, a number of genes encoding SOD and glutathione perxidases were identified and some of them showed different expression pattern in various developmental stages of *T. spiralis*. It is suggested that the DNase II, serine protease, SOD and glutathione perxidase were all contributed to self-protection of the parasite during invasion.

Thirdly, functional annotation of differentially expressed genes has partially revealed biological processes in different developmental stages of the parasite (Figure 5 and File S9). For example, oocyst meiosis is directly involved in the reproduction of the parasites. Therefore, most of differentially expressed genes related to oocyst meiosis were up-regulated in Ad compared to the other two stages, which was likely due to the preparation for the production of eggs. On the other hand, glycolysis/gluconeogenesis, calcium signaling pathway and vascular smooth muscle contraction pathways are mainly involved in energy metabolism, development and structure of tissue regeneration. Thus genes associated with these pathways were found up-regulated in NBL instead of Ad and ML due to the rapid growth.

Previous study indicated that there is a shift from anaerobic to aerobic metabolism in the developmental stage from ML to Ad [41]–[43], whereas no related information about the metabolism of NBL is available. In this study, we analyzed the differential expression pattern of the genes encoding the key enzymes involved in energy metabolisms. Phosphofructokinase, enolase and Pyruvate Kinase are essential enzymes in glycolysis. Genes coding for the three enzymes were up-regulated in NBL which indicated that energy metabolism were more activated in the NBL stage. Lactate dehydrogenase is a critical enzyme in anaerobic metabolism which can catalyze the conversion of pyruvate into lactate. Another key enzyme in anaerobic metabolism is phosphoenolpyruvate carboxykinase which can catalyze the conversion of phosphoenolpyruvate (PEP) into oxaloacetate and the reverse citric acid cycle. The genes encoding the two enzymes were found mainly expressed in NBL. Thus it is likely that T. spiralis adapted mainly an anaerobic metabolism in NBL stage. On the other hand, the expression of genes encoding pyruvate dehydrogenase, citrate synthase and isocitrate dehydrogenase, critical enzymes involved in citric acid cycle in aerobic metabolism, were up-regulated in Ad. No obvious significant differences in the expression of genes involved in the citric acid cycle and anaerobic metabolism between ML and Ad was observed.

Lastly, recent studies have revealed widespread expression of complementary sense-antisense transcript pairs by transcriptome sequencing [14], [44]–[47] and antisense-mediated gene regulation in developmental processes of different organisms have been proposed [48]–[50]. More than 7000 of the protein-coding genes were found bi-directionally transcribed in *T. spiralis*, accounted for approximately 70% of the identified genes in this study and 45% of all estimated genes in the genome, which was similar to that observed in S. *japonicum*, mice and human [14], [44], [45], [51]. To our knowledge, this is the first study to observe such abundant antisense transcripts in *T. spiralis*. Since the antisense transcripts were also polyadenylated, antisense RNAs can encode proteins [45], [51], [52]. However, most antisense transcriptions in the mammalian genome were found to be non-protein-coding RNAs [45], [49], [51]. Though the function of antisense transcripts has not been well understood, functional validation studies indicated that antisense transcripts were **a** heteromorphous group with common features and may modulate the expression level of the sense transcripts or influence the sense mRNA processing [53]. The mechanism of such regulation remains unknown; however, a mechanism of gene regulation by natural antisense transcripts (NAT) derived endogenous siRNAs (endo-siRNAs) has recently emerged. Endogenous siRNAs derived from transposable elements, NAT and long hairpin RNAs have been identified in *Drosophila* and mouse and *S. japonicum*. Endo-siRNAs can silence homologous transcripts by RNA interference (RNAi). Therefore, it is likely that natural antisense transcripts as sources of endo-siRNAs possess similar regulatory function in *T. spiralis* as in other organisms [13].

In summary, approximately 65% of genes in *T. spiralis* genome were identified and a large number of functionally interesting genes were discovered and analyzed in the three developmental stages of the parasite through high through-put RNA sequencing techniques. More than 45% of the protein-coding genes showed evidence of transcription from both sense and antisense strands. The data from this study has paved a way for deep investigation of the parasite biology and host parasite interaction.

## Supporting Information

File S1 **Primers used in qRT-PCR for validation of differentially expressed genes.**
(XLS) Click here for additional data file.

File S2 **Distribution of total clean tags and distinct clean tags in each DGE library.** The numbers in square brackets indicate the range of copy numbers for each category of tags. The data in parentheses indicate the number and percentage of corresponding tags among the total or distinct clean tags. Distribution of total clean tags and distinct clean tags in NBL, ML and Ad stages are presented.
(TIF) Click here for additional data file.

File S3 **List of all genes identified by DGE.** The first column represents names of the identified genes. *TS-Ad_raw*, *TS-ML_raw* and *TS-NBL_raw* mean the number of tags detected by sequencing in the three developmental stages, respectively. *TS-Ad_norm*, *TS-Ad_norm* and *TS-Ad norm* mean total times of detected tags per million in three developmental stages, respectively. GO Component, GO Function and GO Process mean the three main categories (cellular component, molecular function and biological process) in the GO classification, respectively.
(XLS) Click here for additional data file.

File S4 **List of differentially expressed genes in the three developmental stages.**
(XLS) Click here for additional data file.

File S5 **The top ten differentially expressed genes in each library of comparisons.**
(XLS) Click here for additional data file.

File S6 **The DNase II family genes differentially expressed in each library.**
(XLS) Click here for additional data file.

File S7 **Genes encoding proteinases and proteins in metabolic pathways.**
(XLS) Click here for additional data file.

File S8 **GO annotation of genes.** The first column represents the names of the main GO categories. The second column lists the names of the secondary GO-terms. The last column represents the numbers and percentages of genes annotated to the given GO-terms.
(XLS) Click here for additional data file.

File S9 **KO annotation of genes.** The first column represents the pathways and classified functional annotations. The second column represents the number of differentially expressed genes belonging to the pathway. The third column represents the number of all genes belonging to the pathway. ‘Genes’ means the gene involved in the annotated pathways. ‘KOs’ means the KEGG Ontology belonging to the pathway.
(XLS) Click here for additional data file.

File S10 **Tags mapped to either sense (+), antisense strand (−) or both strands of the genes identified.** ‘GeneExpression (+)’ and ‘GeneExpression (−)’ mean the expression level of sense and antisense genes, respectively. ‘TPM (+)’ and ‘TPM (−)’ mean the total times of detected tags per million of the sense and antisense strands.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

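Gene expression was measured by DGE tag sequencing in 3 libraries of T. spiralis, 1 each of adult worms (Ad), muscle larvae (ML) and newborn larvae (NBL). Each library was assigned to its stage from the sample labels and the methods. The authors removed low quality and adaptor sequences, kept tags of 21 bases that start with CATG, collapsed identical tags and deposited the raw count of each distinct tag. The software and versions used for these steps are not given in the sources used here. The deposited counts were whole numbers of at least 2, and their sum in each library equalled the clean tags of Table 1.

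No genome sequence was used, and the gene list at hand held names without sequences. Tags were therefore not mapped, and the planned results on mapped tags, identified genes, sense and antisense transcripts, gene families, metabolic enzymes and pathways were not computed. The comparison by tag, which had been planned for this case, took their place. The tags named by sequence are the 3 most abundant of each library, a rule set before the data were examined. The planned rule also named every gene in the paper, the genes with the largest ratios and the most abundant tags that match no gene, and these parts could not be applied to tags without a genome. Tags linked to a primer and tags with an adaptor-like start were chosen after their values were seen.

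Total, distinct and highly abundant tags were counted per library. For each pair of libraries, each tag listed in either was tested by an exact two-sided binomial test conditional on the sum of its copies, with the null share set by the total clean tags, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an FDR below 0.001 and an absolute log2 ratio of tags per 1000000 clean tags above 1. A tag that was not listed was set to 0.01 on that scale for this threshold, and no fold is given against it. edgeR's quasi-likelihood test was not used, because 1 library per stage leaves no residual degrees of freedom. The test was tested on simulated data for each comparison, with 200 tags changed 4-fold among tags expected at 50 or more copies. The simulations held 106230 tags for Ad vs ML, 128076 for NBL vs Ad and 126231 for NBL vs ML. In each, 100% of the changed tags were recovered. A 4-fold change at such copy numbers lies well past the threshold, so this recovery was likely by design. The median distinct tag had 5 copies in Ad, 5 in ML and 4 in NBL, so most tags lay outside this check. Variation between libraries of a stage could not be estimated. The recovery therefore says nothing about whether the calls hold beyond counting error.

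The libraries held 5003105 (Ad), 5077645 (ML) and 4849883 (NBL) clean tags. Precision is given as exact Clopper-Pearson 95% intervals, or as exact conditional intervals for a ratio. These cover counting error at most, and those for shares of distinct tags treat each distinct tag as an independent trial. Variation between animals, RNA preparations and libraries of a stage could not be estimated.

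The alternatives set before the data were examined were a minimum of 5 copies per tag, leaving out tags 1 base away from a tag at least 100 times more abundant in the same library, random thinning to the smallest library, edgeR's exact test with an assumed biological coefficient of variation of 0.4, a minimum of 10 copies in the pair, Benjamini-Yekutieli adjustment, an absolute log2 ratio above 2, addition of 0.5 copies, at least 10 copies for tags listed in 1 library, and high copy number set at more than 50 or 200 copies. Library sizes by edgeR's TMM method over tags, totals without the most abundant tag, leaving out tags with an adaptor-like start, and thinning for the copy number distribution were added after the data were seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 were used.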

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

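The tests of joined adaptor-like fragments and of both explanations for the primer-linked tag were chosen only after the values were seen.

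A single tag, CATGTAATCAACAGAAATTAT, made up 17.1% of the clean tags of ML, and the paper does not discuss it. It was also the most abundant tag in the other libraries, at 2.36% in Ad and 4.51% in NBL. Its share in ML was 7.24 times that in Ad (95% interval 7.20 to 7.29) and 3.79 times that in NBL (3.78 to 3.81), with intervals that cover counting error only. With edgeR's exact test and an assumed coefficient of variation of 0.4, neither difference passed the threshold (Benjamini-Hochberg FDR 0.0446 against Ad and 0.223 against NBL). An amplification that favours this sequence alike in every library cannot be told apart from an abundant transcript, because it would raise the share in each library, and the ratio of 7.24 does not separate the cases. An amplification that differed between the libraries was not tested. Each of the 51 tags that differ from it by 1 base was listed in every library, and together they had 0.973% as many copies as the tag in ML. A transcript that is abundant in muscle larvae and a step peculiar to the 1 ML library both stay open, since there is no replicate.

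The tag CATGGTCAGTTTACGGATTTG had 76706 copies in Ad, 14328 in ML and 4022 in NBL. Its first 20 bases are those of the forward primer CATGGTCAGTTTACGGATTT that the paper lists for Tsp_05189, a gene for which the paper's table of identified genes gives far fewer tags. A chance match is argued against by the number of tags expected to start with these 20 bases, 3.6e-05 with equal base frequencies. There were 4 such tags, but 3 of them differ from CATGGTCAGTTTACGGATTTG only in the last base, with at most 20 copies in any library. Those 3 are 1 base from a tag at least 100 times more abundant, so they are not independent matches. The authors may have left out tags that match more than 1 gene. The tag had 35.1 times as many copies in Ad as the paper's count for the gene, but without a genome sequence it is not known how many genes the tag matches, so this cannot be told apart from other reasons. No biological explanation was tested.

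Tags that begin CATGTCGGAC had 11396 copies in NBL, 3732 in Ad and 1568 in ML, although adaptor sequences had been removed. There were 577 such distinct tags, and the most abundant was CATGTCGGACTGTAGAACTCT with 6195 copies in NBL, 1668 in Ad and 647 in ML. A candidate explanation is that fragments of an adaptor-like sequence were joined to other tags. Of 393 tags that begin CATGTCGGACTG and differ from the most abundant of them at more than 3 bases, 46.1% ended in the 9 bases that follow CATG in a tag with at least 1000 copies over the 3 libraries, compared with 7.47% of other tags at the same positions. This is consistent with joined fragments for that part of the tags, and the origin of the rest stays open. The adaptor sequences are not given in the sources used here. These tags made up 0.235% of the clean tags in NBL, 0.0746% in Ad and 0.0309% in ML. No biological explanation was tested.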

How the results depend on the processing

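The library scaling by TMM, the totals without the most abundant tag, the exclusion of adaptor-like tags and the thinning of the copy number distribution were chosen after the data were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because there was 1 library per stage.

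With edgeR's exact test and an assumed coefficient of variation of 0.4, the tags past the threshold fell to 846 between Ad and ML (683 higher in Ad and 163 higher in ML), to 2250 between NBL and Ad (1055 higher in NBL and 1195 higher in Ad) and to 1246 between NBL and ML (779 higher in NBL and 467 higher in ML). The assumed spread is wider than counting error by construction. The tags higher than in both other libraries fell to 508 for NBL, 497 for Ad and 94 for ML, and with an absolute log2 ratio above 2 those of ML fell to 1434. With the assumed spread, more tags were higher in Ad than in NBL between these libraries, the opposite of the count with counting error alone. Under the other 10 alternatives the numbers past the threshold stayed within 1.5 times the main ones, from 8045 to 14497 between Ad and ML, from 15529 to 23088 between NBL and Ad and from 12021 to 19469 between NBL and ML.

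For tags listed in both libraries, TMM scaling moved the log2 ratio of NBL over Ad by -0.29 and of NBL over ML by -0.25. The share of calls higher in NBL was then 50.2% against Ad and 53.4% against ML, in place of 60.4% and 64.1%. Totals without the most abundant tag moved the log2 ratios of such tags by -0.24 for Ad over ML and by -0.20 for NBL over ML, and the share higher in Ad against ML was 43.1% in place of 55.9%. With these totals the share higher in NBL was 61.0% against Ad and 55.5% against ML. With TMM scaling the share higher in Ad against ML was 56.9%. The direction of the division between Ad and ML thus depended on the choice of scaling. Of the calls made with total clean tags, 16962 of 19216 between NBL and Ad kept their direction and threshold with TMM scaling.

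The minimum of 5 copies treats a tag with fewer copies in a library as not listed there. On that basis 8656 tags were found only in Ad, 8143 only in ML, 18342 only in NBL and 22792 in all 3 libraries, and some of those found in 1 library had 2 to 4 copies in another. By a different definition, at least 10 copies in 1 library and not listed in the others, there were 1464 tags for Ad, 781 for ML and 3026 for NBL, and 15312 tags had at least 10 copies in all 3. Of the tags found in 1 library, NBL had the most by each definition. With at least 5 copies per tag there were 39829 distinct tags in Ad, 42810 in ML and 51880 in NBL. Fewer tags follow from the construction of these alternatives.

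The share of distinct tags with more than 100 copies in Ad, ML and NBL was 16.6%, 13.8% and 12.5% with at least 5 copies per tag, and 9.70%, 7.80% and 6.86% without tags 1 base from an abundant tag. It was 13.1%, 11.6% and 10.3% for more than 50 copies, and 4.90%, 3.92% and 3.57% for more than 200 copies. The share of clean tags in Ad, ML and NBL was 85.8%, 85.2% and 81.2% with at least 5 copies, 84.9%, 83.9% and 79.5% without tags 1 base from an abundant tag, 89.3%, 88.5% and 85.1% for more than 50 copies and 76.2%, 76.0% and 70.7% for more than 200 copies. Thinned to the smallest library, it was 83.9% in Ad and 83.1% in ML. Each follows from which tags are counted, and Ad had the highest share of both kinds and NBL the lowest under each of these settings.

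For the 3 most abundant tags of each library, 15 ratios passed the threshold with counting error alone. With edgeR's exact test and the assumed coefficient of variation, 6 of these 15 no longer passed it, among them the most abundant tag in ML against Ad and against NBL, and with an absolute log2 ratio above 2, 2 no longer passed. The other 9 alternatives left all 15 past it. For the primer-linked tags of Tsp_01806, Tsp_11249 and Tsp_15812 and the most abundant adaptor-like tag, which were chosen after their values were seen, 6 ratios passed with counting error alone. None of these 6 passed with edgeR's exact test, 3 did not with an absolute log2 ratio above 2, and 1 did not with TMM scaling, the tag CATGCGTTGGTAGATGTGGTC between NBL and Ad. The 3 ratios of the adaptor-like tag have no value where such tags were left out, and no ratio of either group that passed changed direction under an alternative that gave it a value.

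The alternatives planned for genes were not run, because tags could not be matched to genes. These were the number of mismatches, tags that match more than 1 gene, the gene region, the CATG sites used, sense and antisense minimums and the library scaling over genes. Depth limits the tags with few copies most, and single copies are not listed at all.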

Differences from the paper's values

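For Tsp_05189, the paper's table of identified genes, of which the first 1997 genes were at hand, gives 2183 tags in Ad, 467 in ML and 185 in NBL. The single tag CATGGTCAGTTTACGGATTTG, which starts with the forward primer the paper lists for this gene, had 76706 copies in Ad, 14328 in ML and 4022 in NBL. The paper's values count the tags assigned to the gene, whereas the values here are the copies of 1 tag that was linked to it by its primer and not by mapping. None of the alternatives set before the data were examined brought the values together, but none of those that apply to the tag could have done so. A minimum of 5 copies and leaving out tags 1 base from an abundant tag do not change its copies, and thinning to the smallest library only rescales them, to 74283 in Ad, 13657 in ML and 4022 in NBL. The order of the libraries was the same in both, with Ad highest and NBL lowest.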

Other observations

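The tests of tags with an adaptor-like start and of newborn larval RNA in the adult library were chosen only after the values were seen.

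NBL had more distinct tags than Ad or ML. Library size argues the other way, since NBL was the smallest library, and with all libraries thinned to its total it had 1.3 times as many distinct tags as the next library. Sequencing errors of abundant tags were argued against by a ratio of 1.259 after tags 1 base from a tag at least 100 times more abundant were left out, which removed 12.8% of the distinct tags of Ad, 8.30% of those of ML and 9.04% of those of NBL. A few tags taking most of the counts were argued against as the whole source by a ratio of 1.187 without the 10 most abundant tags of each library and with the rest thinned to one total, although the ratio was lower there. Tags with an adaptor-like start made up 306, or 1.39%, of the 22044 distinct tags by which NBL exceeded ML, the next library. A broader set of transcripts in newborn larvae is a hypothesis that stays open beside a difference in the making of the libraries, which 1 library per stage leaves untested.

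Tags listed in only 1 library were compared with what counting error gives. In random draws of 2424941 tags, a tag was counted as in a draw if it had at least 2 copies there. A tag with 1 copy in a draw was thus counted as not in it. By this rule, 42.8% of tags at most were in only 1 of 2 separate draws from the same library. Counting error with this cut-off thus accounts for a large part of such tags. Between draws from different libraries the share was at least 56.43%, which argues against counting error as the whole source. Among tags with at least 10 copies in a draw, the share by the same rule was at most 0.198% within a library. Between libraries it was at least 13.7%. Sequencing errors of abundant tags were not removed in these draws. Without tags 1 base from a tag at least 100 times more abundant, tags listed only in Ad fell from 21024 to 14985. Those listed only in ML fell from 18793 to 15501, and those only in NBL from 41823 to 35266. Such errors, stage and library preparation all stay open for the remainder.

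There were 25 tags with at least 1000 copies in NBL that were not listed in ML, and 13 of them were not listed in Ad either. Of these 13, 1 has the adaptor-like start CATGTCGGAC and may not be a marker of newborn larvae, but its own origin stays open. A fixed share of newborn larval RNA in the adult library would give 1 common ratio of Ad to NBL copies. The ratios ran from 0 for the tags that were not listed to 7.01%. Their chi-square over degrees of freedom was 97.6, where the highest of 10000 simulations with a common ratio was 3.00. The simulations allowed for counting error only and not for variation between separately made libraries. Without the tag with the adaptor-like start, the chi-square over degrees of freedom was 100.7. One fixed share with counting error alone is thus argued against as the only source of these copies. Newborn larvae are shed by adult worms, and larvae within adult worms were not tested as a source of part of the copies.

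Among the primers the paper lists, 3 others contain CATG and match a tag over the bases from that site. The tag CATGTTAGTGGTCCTTTTTCT shares 16 bases with the forward primer of Tsp_11249 and had 70 copies in Ad, 57 in ML and 5 in NBL. Its copies in Ad and ML were not distinguishable, with a ratio of 1.25 (95% interval 0.866 to 1.80), and those in NBL were lower than in Ad, with a ratio of NBL over Ad of 0.0737 (0.0232 to 0.180). The tag CATGCGTTGGTAGATGTGGTC shares 14 bases with the reverse primer of Tsp_01806 and had 89 copies in Ad, 132 in ML and 210 in NBL, and 0.146 tags would be expected to match these bases by chance. A second tag with these bases, CATGCGTTGGTAGATGTGGTA, had 2 copies in ML and 2 in NBL and was not listed in Ad. The tag CATGCCTCCACTACCAGGTGA shares 15 bases with the reverse primer of Tsp_15812 and had 6 copies in Ad and 4 in ML, and was not listed in NBL. Tags that read as a reverse primer lie on the antisense strand of the gene, so the tags linked to Tsp_01806 and Tsp_15812 would not come from its sense transcript. The tag linked to Tsp_11249 is 1 tag of a gene that can have others. None of these values is the expression of a gene.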
